# Mutant uromodulin expression leads to altered homeostasis of the endoplasmic reticulum and activates the unfolded protein response

**DOI:** 10.1371/journal.pone.0175970

**Published:** 2017-04-24

**Authors:** Céline Schaeffer, Stefania Merella, Elena Pasqualetto, Dejan Lazarevic, Luca Rampoldi

## Abstract

Uromodulin is the most abundant urinary protein in physiological conditions. It is exclusively produced by renal epithelial cells lining the thick ascending limb of Henle’s loop (TAL) and it plays key roles in kidney function and disease. Mutations in *UMOD*, the gene encoding uromodulin, cause autosomal dominant tubulointerstitial kidney disease uromodulin-related (ADTKD-*UMOD*), characterised by hyperuricemia, gout and progressive loss of renal function. While the primary effect of *UMOD* mutations, retention in the endoplasmic reticulum (ER), is well established, its downstream effects are still largely unknown. To gain insight into ADTKD-*UMOD* pathogenesis, we performed transcriptional profiling and biochemical characterisation of cellular models (immortalised mouse TAL cells) of robust expression of wild type or mutant GFP-tagged uromodulin. In this model mutant uromodulin accumulation in the ER does not impact on cell viability and proliferation. Transcriptional profiling identified 109 genes that are differentially expressed in mutant cells relative to wild type ones. Up-regulated genes include several ER resident chaperones and protein disulphide isomerases. Consistently, pathway enrichment analysis indicates that mutant uromodulin expression affects ER function and protein homeostasis. Interestingly, mutant uromodulin expression induces the Unfolded Protein Response (UPR), and specifically the IRE1 branch, as shown by an increased splicing of XBP1. Consistent with UPR induction, we show increased interaction of mutant uromodulin with ER chaperones Bip, calnexin and PDI. Using metabolic labelling, we also demonstrate that while autophagy plays no role, mutant protein is partially degraded by the proteasome through ER-associated degradation. Our work demonstrates that ER stress could play a central role in ADTKD-*UMOD* pathogenesis. This sets the bases for future work to develop novel therapeutic strategies through modulation of ER homeostasis and associated protein degradation pathways.

## Introduction

Mutations in the *UMOD* gene, encoding for uromodulin, also known as Tamm-Horsfall protein, are responsible for a rare autosomal dominant form of tubulointerstitial kidney disease referred as ADTKD-*UMOD* [1]. ADTKD-*UMOD* (MIM 162000, 603860, 191845) has an estimated prevalence of 1:100.000 (www.orpha.net). It shares some common features with autosomal dominant tubulointerstitial kidney diseases caused by mutations in *MUC1* (mucin 1, 1q21) [2], *HNF1B* (HNF1beta, 17q12) [3], *REN* (renin, 1q32) [4] and *SEC61A1* (Sec 61 translocon alpha 1 subunit, 3q21) [5]. While all forms of ADTKD present with interstitial fibrosis, tubular atrophy and dilation, and thickening and lamellation of tubular basal membranes, ADTKD-*UMOD* is typically characterised by decreased fractional excretion of urate, causing hyperuricaemia and often gout [1]. ADTKD-*UMOD* is heterogeneous in several clinical aspects, including clinical appearance, age at onset, presence of cysts, and rate of progression to end-stage renal disease. No specific therapy is currently available, other than renal replacement therapy.

Uromodulin is a 105 kDa glycosylphosphatidylinositol (GPI)-anchored protein specifically produced by epithelial cells lining the thick ascending limb of Henle’s loop (TAL) and released into the urine after cleavage by the protease hepsin [6,7]. It is the most abundant protein in urine in physiological conditions where it is present as high-molecular-weight filamentous polymers. The biological function of uromodulin is still not fully understood. Studies in *Umod* knock-out mice and recent evidence in patients with urinary tract infections or kidney stones showed that urinary uromodulin has a protective role against these conditions [8–11]. Moreover, it was shown to regulate sodium absorbance in the TAL [12] and proposed to act as a modulator of renal innate immunity, acting as a damage-associated molecular pattern that can activate interstitial dendritic cells when released in the interstitium [13], and as a protective factor for renal tubules after acute kidney injury [14,15].

To date over 100 *UMOD* mutations have been described. All but 4 (in-frame deletions) are missense changes. We and others demonstrated that *UMOD* mutations have a clear common effect, as they lead to defective trafficking to the plasma membrane and endoplasmic reticulum (ER) retention of mutant uromodulin [6], pointing at this disease as an additional member of ER storage diseases [16]. This is consistent with findings in patient renal biopsies, typically showing the presence of large intracellular aggregates of uromodulin in TAL epithelial cells and abnormal expansion of ER cisternae [17,18], and dramatic reduction of uromodulin levels in patient urines [17].

While the primary effect of *UMOD* mutations, i.e. retention in the ER, is well established, its downstream effects are still largely uncharacterised. Studies on ADTKD-*UMOD* mouse models that recapitulate the main features of the human disease show induction of inflammatory responses [19,20] and of the non-canonical NFkB pathway in the TAL [21]. However, no high-throughput study has been carried out at the cellular level in order to identify dysregulated pathways upon mutant uromodulin expression. To this goal, we performed transcriptional profiling and biochemical characterisation of cellular models of robust expression of wild type or mutant GFP-tagged uromodulin isoforms.

## Results

### mTAL cells as a cellular model of mutant uromodulin expression

To gain insight into the molecular pathways activated by mutant uromodulin expression, we generated a new cellular model of uromodulin expression using immortalized epithelial cells isolated from murine TAL segments (mTAL). Although this method has been described to keep cells in a differentiated state [22,23], we did not observe expression of specific TAL markers, as uromodulin or NKCC2, after immortalization. Thus, uromodulin expression was obtained by transduction with a lentiviral construct coding for wild type or mutant (C150S) uromodulin isoforms fused to GFP. In order to reach high expression level, comparable to the one observed *in vivo* in TAL cells (see below), *UMOD* expression was placed under the control of the spleen focus-forming virus promoter. As a paradigm mutation, we expressed patient mutation C150S that has been extensively characterised in other cell models [24,25]. Live imaging of transduced cells shows clear membrane enrichment for wild type uromodulin and intracellular, reticular distribution of the C150S mutated protein (Fig 1A). The expression level of uromodulin in the two cell lines is comparable, as determined by quantitative real-time RT-PCR (Fig 1B). Western blot analysis shows enrichment of an Endo H sensitive form, corresponding to the high-mannose ER precursor, in cells expressing C150S uromodulin (Fig 1C). Consistently, mutant isoform shows reduced secretion in cell culturing medium. ER retention of C150S uromodulin was confirmed by its increased co-localisation with the ER marker calreticulin through immunofluorescence analysis (Fig 1D). Thus, mutant uromodulin shows delayed trafficking to the plasma membrane and accumulation in the ER in mTAL cells, as we previously reported for MDCK and HEK293 cells [24,25].

**Fig 1:**
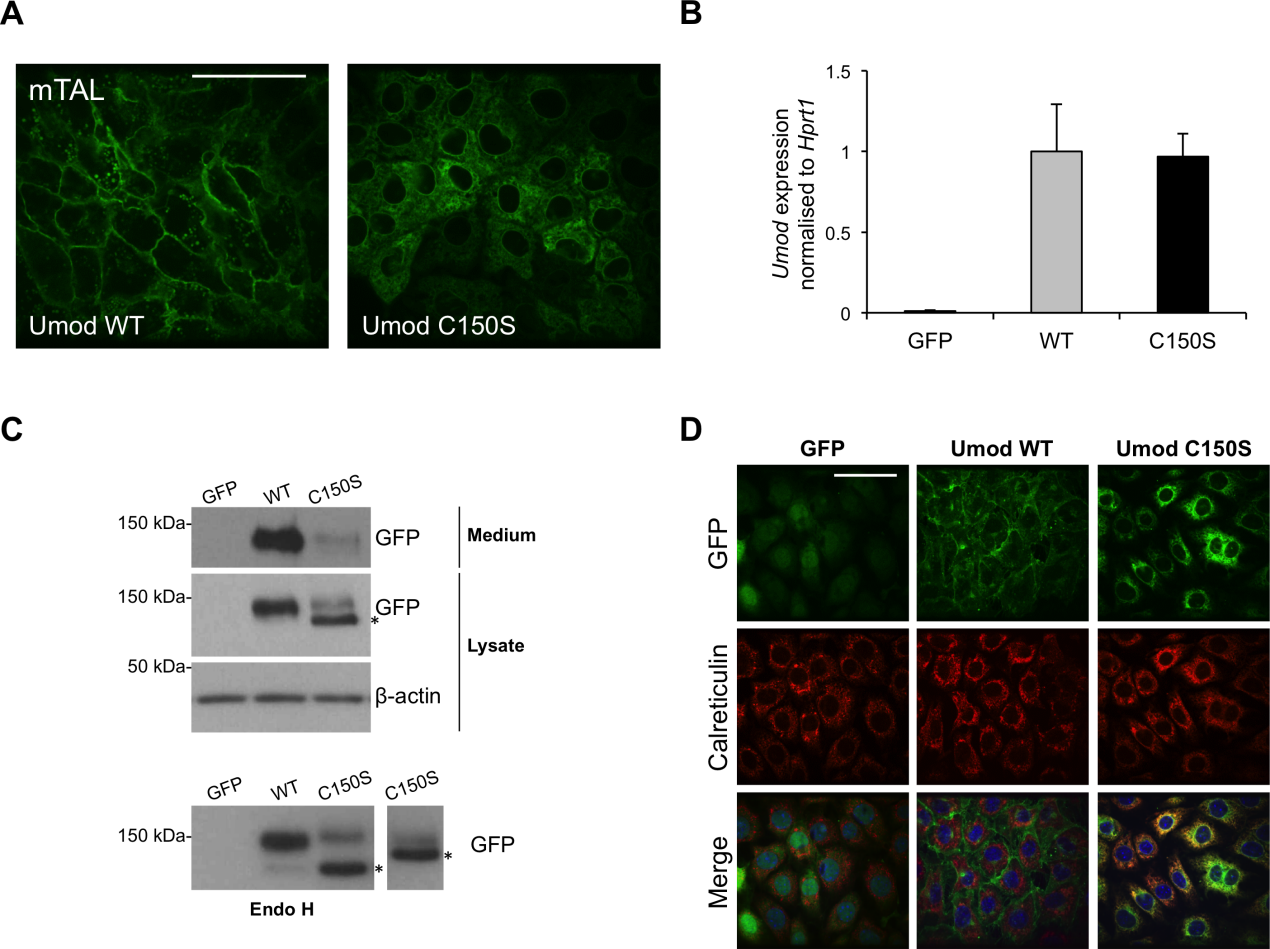
Characterisation of mTAL cells expressing wild type or mutant uromodulin isoforms. (A) Live imaging showing GFP signal in mTAL cells expressing GFP-tagged WT or C150S mutant uromodulin isoform. Bar = 40 μm. (B) Uromodulin expression assessed by real-time RT-qPCR. Expression is normalised to *Hprt1*. Cells expressing GFP alone are shown as negative control (n = 5 independent experiments) (C) Western-blot analysis of mTAL cells expressing WT or C150S mutant uromodulin isoform. * indicates the ER glycosylated form that is Endo H sensitive (see panel below). (D) Immunofluorescence analysis of mTAL cells expressing GFP-tagged uromodulin isoforms. GFP signal is shown in green. Calreticulin, used as an ER marker, is shown in red. Merged pictures show ER localisation of mutant uromodulin while the wild type protein is trafficked to the membrane. Bar = 40 μm.

We next assessed uromodulin stability and degradation through pulse-chase experiments. After 4 hours of chase wild type uromodulin reaches the mature, Golgi-type glycosylation state, while the mutant protein keeps immature, ER-type glycosylation (Fig 2A). After 8 hours of chase, the ER form of the mutant is clearly decreased compared to time 0 without a clear increase of the mature form, suggesting that most of mutant protein is intracellularly degraded. Mutant protein does not show maturation even after 12 hours of chase, but rather a further decrease of its ER form, while wild type protein is present only in its mature form. The slight decrease observed in the amount of mature wild type uromodulin at this time point is likely due to its secretion in the cellular medium. In cells expressing mutant uromodulin we then carried out an 8-hours chase in the presence of proteasome (MG132) or autophagy (bafilomycin) inhibitors. While MG132 treatment stabilises uromodulin, bafilomycin treatment has no effect (Fig 2B). Stabilisation of uromodulin after block of proteasomal degradation was confirmed by treatment with a different inhibitor, i.e lactacystin (data not shown). These results strongly suggest that mutant uromodulin is degraded via the proteasome, possibly through the ER-associated degradation (ERAD) pathway. Through co-immunoprecipitation experiments followed by western blot analysis we identified BiP, calnexin and protein disulphide isomerase (PDI) as mutant uromodulin interactors (Fig 2C), suggesting the involvement of these chaperones in uromodulin folding.

**Fig 2:**
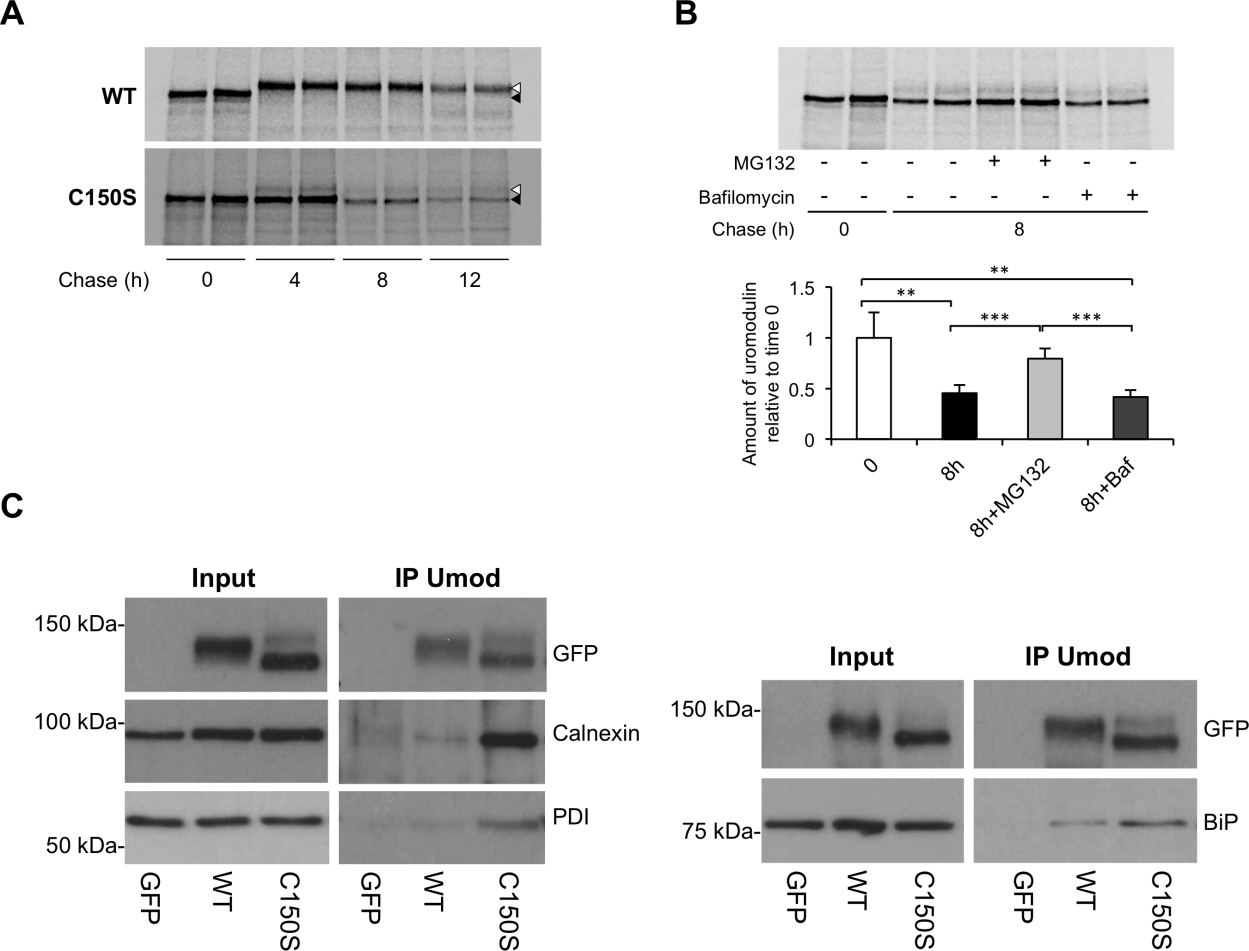
Stability of wild type and C150S mutant uromodulin in mTAL cells. (A) Pulse-chase experiment showing maturation of wild type and C150S uromodulin isoforms in mTAL cells. Wild type uromodulin is completely matured into the Golgi-type glycosylated form (white arrow) after 4 hours of chase, while the mutant one shows mainly the ER-type glycosylated form (black arrow) even after 12 hours. (B) Pulse-chase experiment showing mutant uromodulin stability in presence of proteasome (MG132) or autophagy (bafilomycin) inhibitors. Mutant uromodulin is stabilised by treatment with MG132 suggesting the involvement of the proteasome for its degradation. *P<0.05, **P<0.01, ***P<0.005 (Student t test) (n = 4 independent experiments). (C) Western blot analysis showing increased co-immunoprecipitation of ER chaperones calnexin, PDI and BiP with mutant uromodulin relative to wild type one.

### Transcriptional profiling of mTAL cells expressing wild type or mutant uromodulin

In order to identify the cellular processes affected by mutant uromodulin expression, we characterised the transcriptome of mTAL cells expressing wild type or C150S uromodulin isoforms by RNA sequencing. Obtained data have been deposited in NCBI Gene Expression Omnibus [26] and are accessible through GEO Series accession number GSE92704 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE92704). Among the 12,346 expressed genes, we identified a total of 109 genes differentially expressed (adjusted P<0.05) in mutant expressing cells compared to wild type, including 21 genes up-regulated and 14 down-regulated with a fold change >1.5 (Fig 3A). Interestingly, the *UMOD* transcript represented about 0.5% of the total transcriptome in both cell lines, comparable with what reported for endogenous *UMOD* in RNA sequencing analysis of microdissected rat medullary TALs (0.8%) [27]. Analysis of protein interaction networks (including functional and physical interactions) using STRING software [28] shows extensive connection between genes up-regulated in mutant expressing cells (Fig 3B). Interestingly, the vast majority of interconnected proteins are ER or ER-related proteins. No relevant extended network can be seen for downregulated genes (Fig 3C).

**Fig 3:**
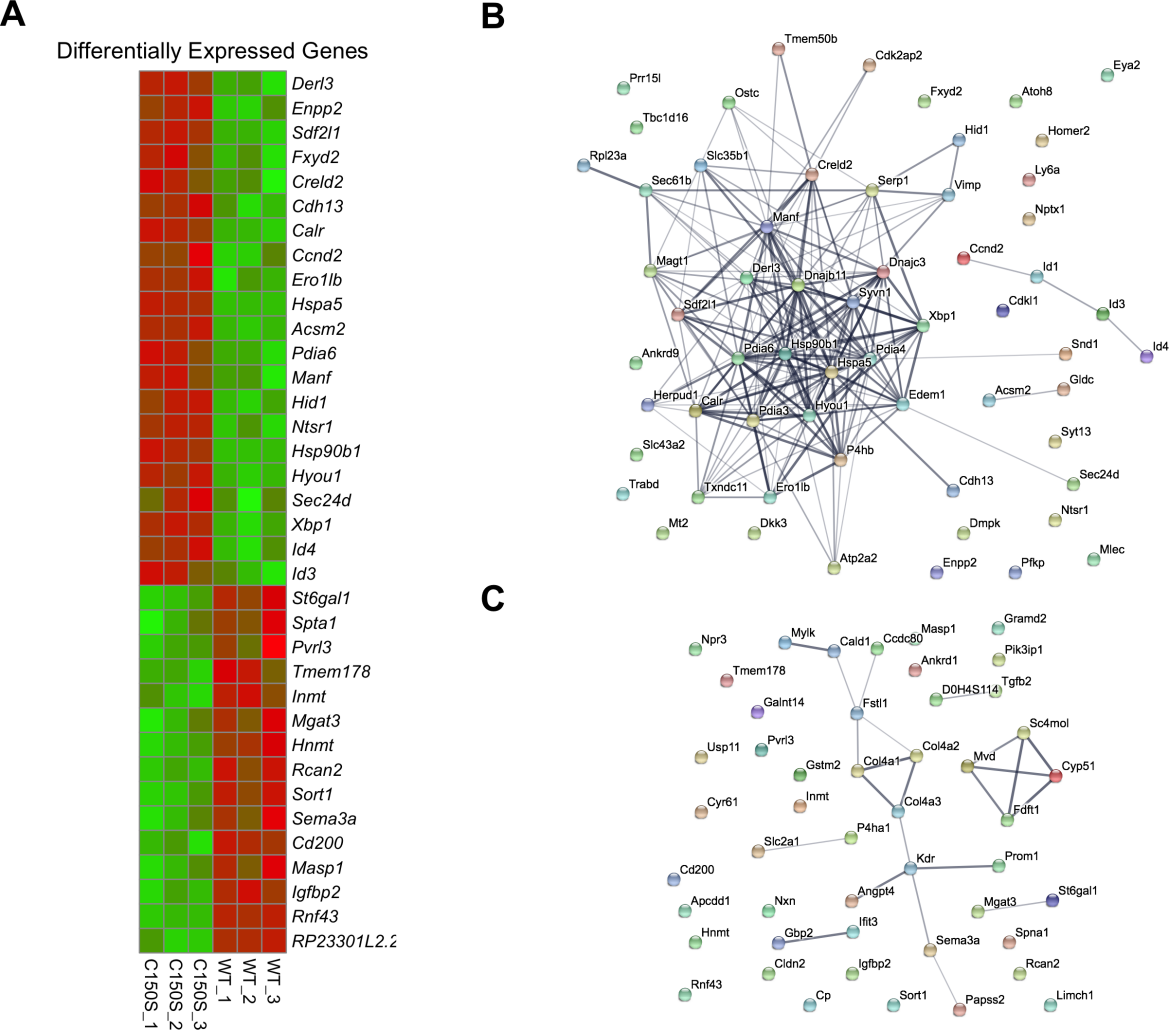
Transcriptome analysis in mTAL cells expressing wild type or C150S mutant uromodulin. (A) Heat map showing differentially expressed genes in mTAL cells expressing C150S uromodulin compared to wild type ones. Cut off: fold change > 1.5; P adjusted < 0.05. (B) STRING analysis showing networks formed by proteins encoded by up-regulated genes in mTAL cells expressing C150S uromodulin. Edges represent protein-protein association (physical or functional); their thickness is proportional to confidence. (C) Same analysis as in panel B for down-regulated genes. The proteins encoded by these genes are not forming relevant networks.

Pathway enrichment analysis using Gene Set Enrichment Analysis (GSEA) [29,30] shows that mutant uromodulin expression strongly impacts on ER function and protein homeostasis (Table 1 and S1A Fig). Indeed, we could observe a significant induction of expression of genes involved in protein folding (e.g. *Hsp90*, *Pdia4*, *Pdia6*), Unfolded Protein Response (UPR) (e.g. *Hspa5*, *Xbp1*) and ERAD (e.g. *Derl3*, *Sdf2l1*). Consistent with the STRING outcome for downregulated genes, no pathway was significantly enriched in cells expressing wild type uromodulin.

**Table 1:** Upregulated pathways in mTAL cells expressing C150S uromodulin compared to wild type ones.

Pathways (GO Biological Process)	FDR*	Number of genes	Genes contributing to pathway enrichment
Cellular response to topologically incorrect protein	0	28/108 (122)	*Derl3*, *Sdf2l1*, *Calr*, *Hspa5*, *Pdia6*, *Hsp90b1*, *Hyou1*, *Xbp1*, *Dnajc3*, *Edem1*, *Syvn1*, *Sec61b*, *Dnajb11*, *Kdelr3*, *Serp1*, *Gfpt1*, *Herpud1*, *Sec31a*, *Rnf126*, *Creb3l2*, *Dnajb9*, *Derl1*, *Pdia5*, *Sec61a1*, *Eif2ak3*, *Wfs1*, *Sec61g*, *Atf6*
IRE1 mediated Unfolded Protein Response	0.001	18/54 (56)	*Hspa5*, *Pdia6*, *Hyou1*, *Xbp1*, *Dnajc3*, *Edem1*, *Syvn1*, *Sec61b*, *Dnajb11*, *Kdelr3*, *Serp1*, *Gfpt1*, *Sec31a*, *Dnajb9*, *Pdia5*, *Sec61a1*, *Wfs1*, *Sec61g*
Response to topologically incorrect protein	0.004	30/143 (163)	*Derl3*, *Sdf2l1*, *Calr*, *Hspa5*, *Pdia6*, *Manf*, *Hsp90b1*, *Hyou1*, *Xbp1*, *Dnajc3*, *Hspa1l*, *Edem1*, *Syvn1*, *Sec61b*, *Dnajb11*, *Kdelr3*, *Serp1*, *Gfpt1*, *Herpud1*, *Sec31a*, *Rnf126*, *Creb3l2*, *Dnajb9*, *Derl1*, *Pdia5*, *Sec61a1*, *Eif2ak3*, *Wfs1*, *Sec61g*, *Atf6*
ER associated ubiquitin dependent protein catabolic process	0.005	16/58 (61)	*Derl3*, *Sdf2l1*, *Hspa5*, *Hsp90b1*, *Edem1*, *Syvn1*, *Sec61b*, *Sel1l*, *Dnajb9*, *Derl1*, *Wfs1*, *Stt3b*, *Tmem129*, *Ubqln2*, *Fbxo2*, *Nploc4*
Negative regulation of response to endoplasmic reticulum stress	0.007	6/31 (39)	*Derl3*, *Hyou1*, *Xbp1*, *Dnajc3*, *Syvn1*, *Herpud1*
ERAD pathway	0.009	17/67 (74)	*Derl3*, *Sdf2l1*, *Hspa5*, *Hsp90b1*, *Edem1*, *Syvn1*, *Sec61b*, *Herpud1*, *Sel1l*, *Dnajb9*, *Derl1*, *Wfs1*, *Stt3b*, *Tmem129*, *Ubqln2*, *Fbxo2*, *Nploc4*
Response to endoplasmic reticulum stress	0.014	41/203 (233)	*Derl3*, *Sdf2l1*, *Calr*, *Hspa5*, *Pdia6*, *Hsp90b1*, *Hyou1*, *Xbp1*, *Pdia4*, *Dnajc3*, *Edem1*, *Syvn1*, *Txndc11*, *Pdia3*, *Sec61b*, *P4hb*, *Dnajb11*, *Kdelr3*, *Serp1*, *Gfpt1*, *Fam129a*, *Herpud1*, *Sec31a*, *Atp2a2*, *Sel1l*, *Txndc5*, *Anks4b*, *Uba5*, *Cebpb*, *Creb3l2*, *Dnajb9*, *Derl1*, *Pdia5*, *Sec61a1*, *Eif2ak3*, *Wfs1*, *Sec61g*, *Atf6*, *Nrbf2*, *Stt3b*, *Tmem129*
Protein exit from endoplasmic reticulum	0.021	11/17 (20)	*Hsp90b1*, *Syvn1*, *Sec61b*, *Herpud1*, *Sel1l*, *Surf4*, *Derl1*, *Lman1*, *Tmem129*, *Tmed9*, *Nploc4*

*FDR, False Discovery Rate. Number of genes, A/B (C): A, number of genes contributing to pathway enrichment; B, number of genes from the Gene Ontology (GO) pathway expressed in mTAL cells; C, total number of genes listed in the GO pathway.

Data obtained by RNA sequencing were validated by quantitative real-time RT-PCR (S1B Fig). We did not observe activation of pathways related to inflammation, oxidative stress or apoptosis. Absence of a toxic effect of mutant uromodulin expression on cell viability is also shown by the lack of expression of cleaved caspase 3 in C150S-expressing cells (S1C Fig).

### Activation of the IRE1 branch of the UPR in mTAL cells expressing mutant uromodulin

Since ER stress and UPR appeared to be the main, if not only, cellular response triggered by expression of mutant uromodulin, we thoroughly investigated UPR activation by assessing its three different sensors and effectors: IRE1 (inositol requiring enzyme 1), ATF6 (activating transcription factor 6) and PERK (double-stranded RNA-activated protein kinase (PKR)-like ER kinase) [31].

We first analysed *Bip* (Immunoglobulin heavy chain-binding protein) expression level through RT-qPCR (Fig 4A, left panel) and Western blot (Fig 4A, right panel) and detected increased expression of this chaperone in mutant expressing cells compared to both wild type uromodulin and GFP control cells, showing that mutant uromodulin expression induces ER stress.

**Fig 4:**
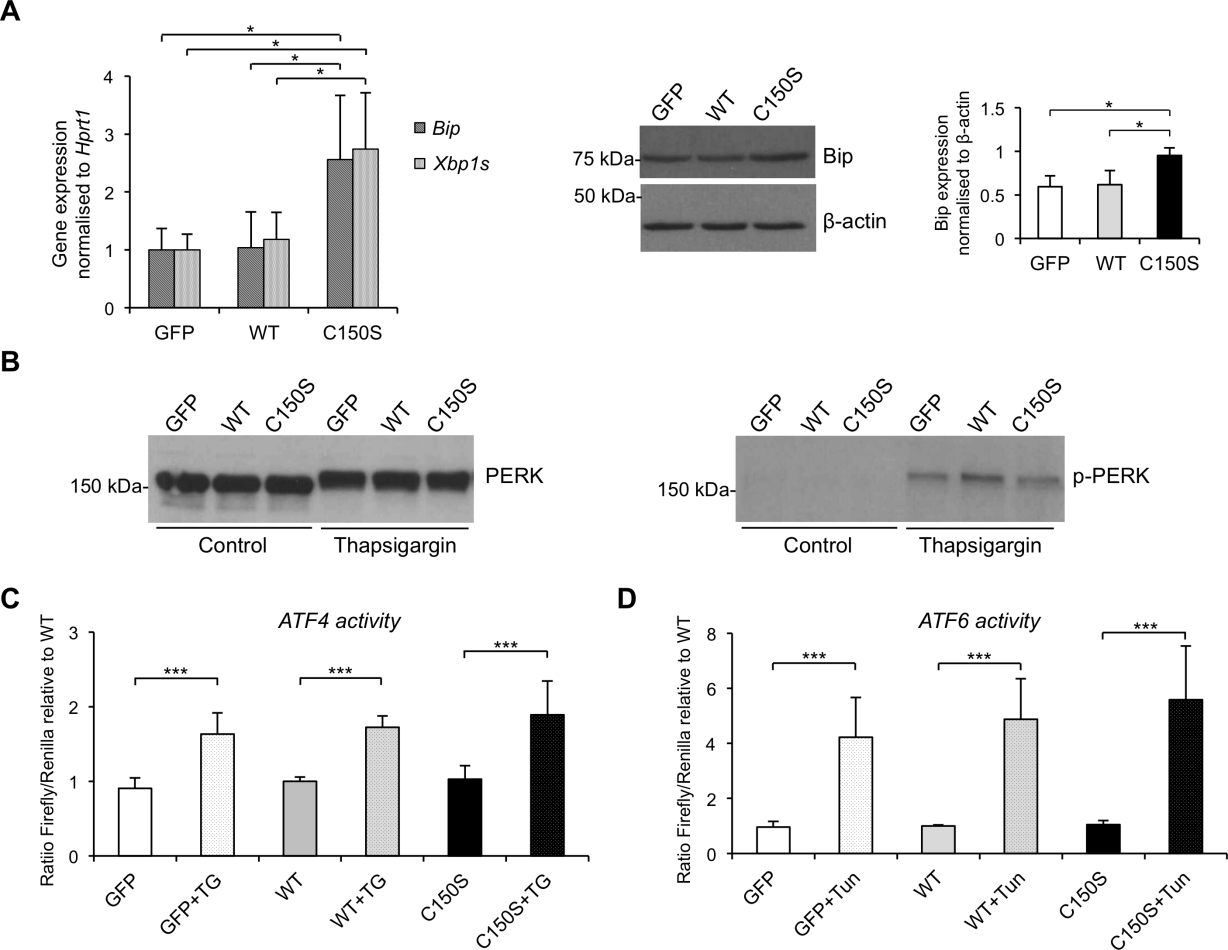
UPR induction in mTAL cells expressing wild type or C150S mutant uromodulin isoform. (A) *Bip* and spliced Xbp1 (*Xbp1s*) expression assessed by real-time RT-qPCR. Expression is normalised to *Hprt1* (n = 5 independent experiments) (left panel). Western blot analysis showing increased Bip protein levels in mTAL cells expressing mutant uromodulin (n = 3 independent experiments) (right panel). *P<0.05 (mutant *vs* wild type, Student t test). (B) Western blot analysis of PERK in mTAL cells expressing uromodulin at baseline and after incubation with tunicamycin (2 μg/mL for 14h). A shift in PERK migration is observed after treatment with tunicamycin, but not at baseline (left panel). Western blot performed with an antibody specific for the phosphorylated (Thr980) form of PERK shows the presence of the phosphorylated protein only in tunicamycin-treated cells (right panel). (C) ATF4 activity, assessed through the use of a luciferase-based, ATF4 reporter construct, is equally negligible in cells expressing wild type or C150S uromodulin, while it is evident in all cells upon thapsigargin treatment (100 nM for 14 h) ***P<0.001 (control *vs* thapsigargin, Student t test) (n = 6). (D) ATF6 activation assessed through the use of a luciferase-based, ATF6 reporter construct. No ATF6 activation is observed in mutant uromodulin expressing cells. Activation can be observed in all cell lines upon treatment with tunicamycin. ***P<0.005 (control *vs* tunicamycin, Student t test) (n = 8).

IRE1 is a bifunctional ER transmembrane kinase/endoribonuclease. When activated, IRE1 performs unconventional splicing of the mRNA for the transcription factor XBP1 (X-box binding protein 1) that activates UPR target genes [32,33]. Expression level of spliced XBP1 (*Xbp1s*) was measured by RT-qPCR and, as observed for BiP, mutant expressing cells showed higher expression than wild type and control cells (Fig 4A), demonstrating activation of the IRE1 branch.

PERK is an ER-resident transmembrane kinase. When activated it phosphorylates itself and the ubiquitous translation initiation factor eIF2α, inhibiting mRNA translation and reducing protein load in the ER. However, some mRNAs containing short open reading frames in their 5’UTR, as the one encoding the transcription factor ATF4, are preferentially translated when eIF2 is inhibited, leading to increase levels of the encoded proteins [34]. We studied activation of the PERK branch of the UPR by assessing PERK phosphorylation and ATF4 protein level. Phosphorylation of PERK induces a shift in its electrophoretic mobility on SDS-PAGE [35] that is evident after tunicamycin treatment, but is not observed in mutant expressing cells (Fig 4B, left panel). Lack of increased PERK phosphorylation in cells expressing mutant uromodulin was confirmed by using an antibody specific for the phosphorylated form (Thr980) (Fig 4B, right panel). ATF4 protein levels were assessed by using a reporter construct in which the 5’UTR of the firefly luciferase gene is replaced by the one of ATF4 [34]. Consistent with the absence of PERK activation, no increase in luciferase activity could be observed in C150S uromodulin-expressing cells (Fig 4C).

ATF6 is a single-pass transmembrane protein that is cleaved proteolytically when unfolded proteins accumulate in the ER to release its N-terminal cytosolic domain that migrates into the nucleus acting as a transcription factor [36]. We assessed the activation of the ATF6 branch of the UPR through the use of a well-established reporter construct in which transcription of the firefly luciferase gene is regulated by the presence of five ATF6 binding sites upstream of the c-fos promoter [37]. While the reporter construct is properly activated when UPR is induced by tunicamycin treatment, no increase in luciferase activity can be observed in cells expressing mutant uromodulin, suggesting lack of activation of the ATF6 branch (Fig 4D).

All together, these results demonstrate that mutant uromodulin expression and accumulation in the ER induces the UPR through the IRE1 branch, with no apparent effect on the PERK and ATF6 arms. This is not due to any intrinsic property of mTAL cells that are able to mount a full UPR response upon treatment with chemical ER stressors (i.e. tunicamycin or thapsigargin). Notably, in such conditions maximal UPR was not different in wild type and mutant cells.

### Activation of the UPR is reproduced in MDCK cells expressing mutant uromodulin

To verify that the effect of mutant uromodulin expression on ER stress is not limited to mTAL cells, we generated MDCK cell lines transduced with lentiviral vectors for GFP-tagged wild-type or C150S mutant uromodulin. Similarly to what observed in mTAL cells, wild-type protein reaches the plasma membrane while the mutant one is intracellularly retained (S2A Fig). Analysis of mRNA expression level shows comparable expression of both uromodulin isoforms (S2B Fig). ER retention of mutant protein was demonstrated by western blot analysis, showing accumulation of the ER-type glycosylated form (S2C Fig), and by immunofluorescence analysis, showing increased co-localisation of the C150S isoform with the ER marker KDEL (S2D Fig).

Also in this cellular model mutant uromodulin expression induces ER stress as seen by increased expression of BiP (Fig 5A). We also confirmed increased activation of the IRE1 branch of the UPR through increased level of spliced XBP1 (Fig 5A). Activation of the other two UPR branches, i.e. PERK phosphorylation (Fig 5B) and ATF6-dependent transcriptional activity (Fig 5C), was similarly negligible in cells expressing wild type or mutant uromodulin. These data significantly strengthen findings in mTAL cells demonstrating that mutant uromodulin induces the UPR through activation of the IRE1 branch.

**Fig 5:**
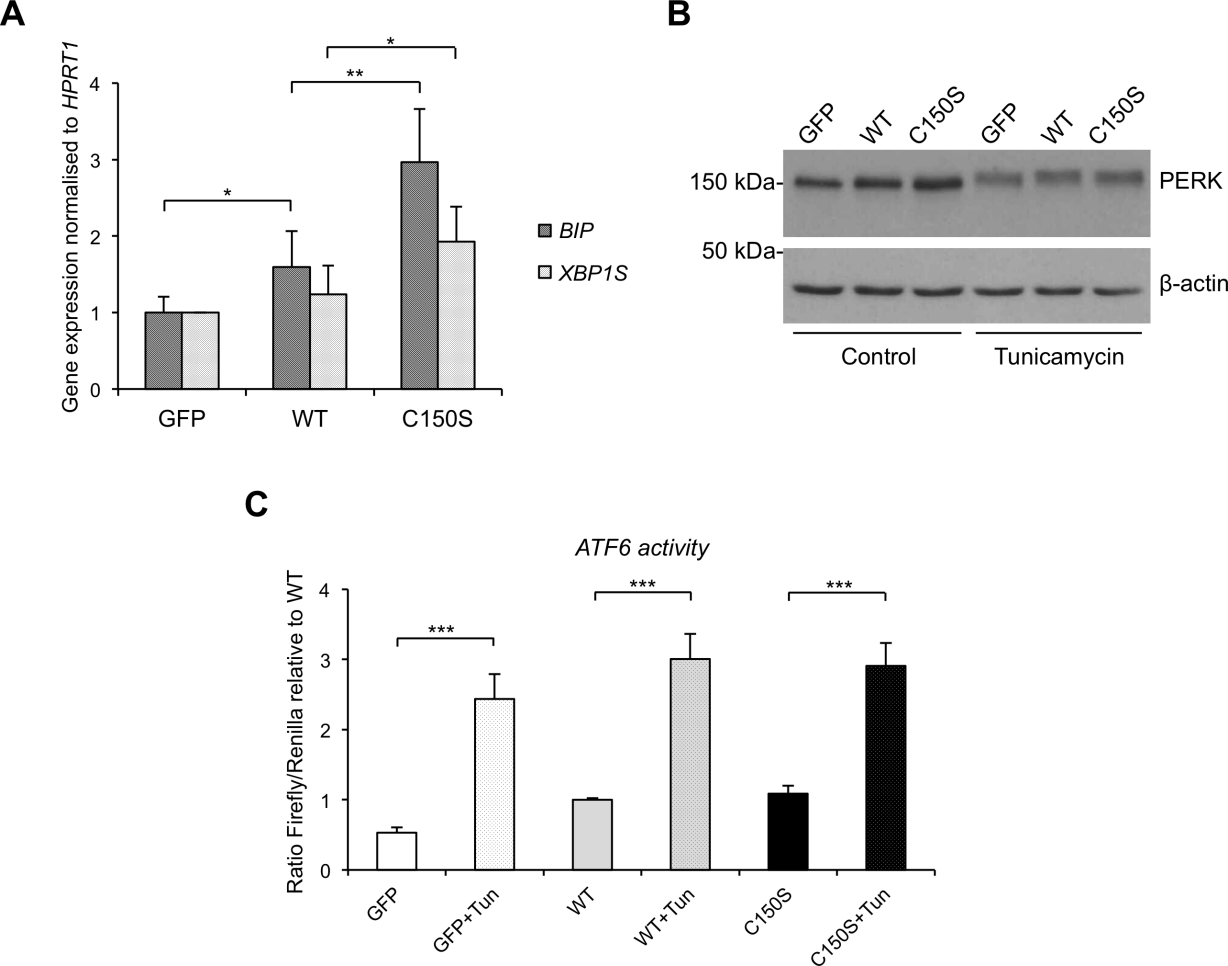
UPR induction in MDCK cells expressing wild type or C150S uromodulin isoforms. (A) *BIP* and *XBP1S* expression assessed by real-time RT-qPCR. Expression is normalised to *HPRT1*. *P<0.05, **P<0.01 (Student t test) (n = 5 independent experiments). (B) Western blot analysis of PERK in MDCK cells expressing wild type or C150S mutant uromodulin. A shift in PERK migration is seen upon tunicamycin treatment (2 μg/mL for 14 h), but not at baseline. (C) ATF6 activation assessed through the use of an ATF6 reporter construct. No ATF6 activation is observed in mutant uromodulin expressing cells. Activation can be observed in all cell lines upon tunicamycin treatment. ***P<0.005 (control *vs* tunicamycin-treated, Student t test) (n = 6 independent experiments).

### UPR induction in cells expressing mild uromodulin mutants associated with ADTKD-*UMOD*

We investigated if our results on UPR activation could be extended to *UMOD* mutations leading to a less severe cellular phenotype, i.e. milder ER retention. Indeed, we previously reported that trafficking defect differs between different mutations [25]. We hence generated new cell lines in mTAL cells expressing uromodulin isoforms with mutations reported in ADTKD-*UMOD* patients [38]. We choose two missense mutations, affecting cysteine (C77Y) [39] and glutamine (Q316P) [40] residues. Both mutations clearly showed increased ER retention, though at a milder extent compared to the C150S mutant, as seen by immunofluorescence (Fig 6A) and biochemistry (Fig 6C and 6D) analyses. The different cell lines are comparable in terms of expression level of mutant uromodulin (Fig 6B).

**Fig 6:**
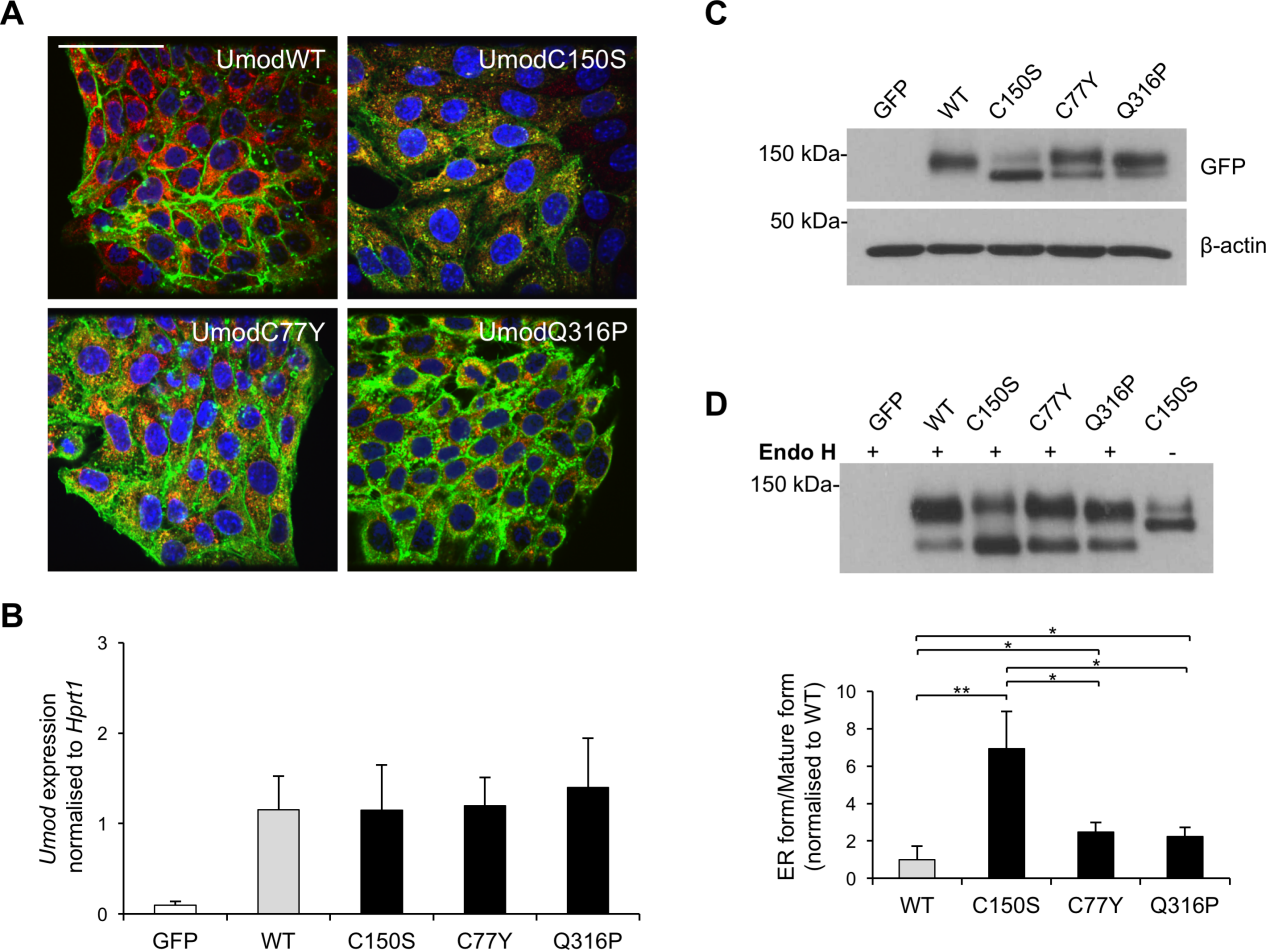
Characterisation of trafficking of different uromodulin mutants in mTAL cells. (A) Immunofluorescence analysis of mTAL cells expressing the indicated uromodulin isoforms. A merge picture of signals obtained for uromodulin (green), calreticulin (ER marker, red) and dapi (blue) is shown. Bar = 40 μm. (B) Uromodulin expression assessed by real time RT-qPCR. Expression is normalised to *Hprt1*. Cells expressing GFP alone are shown as negative control. (n = 6 independent experiments) (C) Western blot analysis of uromodulin expression in lysates of mTAL cells expressing the indicated uromodulin isoforms. β-actin is used as a loading control. (D) Cell lysates were deglycosylated with Endo H and analysed by Western-blot. The quantification of the ratio ER glycosylated form/mature form is shown below. *P<0.05, **P<0.01 (Student t test) (n = 4 independent experiments).

We analysed the three branches of the UPR for these additional mutants. Both mutants lead to ER stress, as seen by the induction of *Bip* expression (Fig 7A). Activation of the IRE1 branch, assessed through the RNA level of spliced *Xbp1*, is observed for both new mutants (Fig 7A), while we did not detect any significant increase of PERK phosphorylation or ATF6 activation (Fig 7B and 7C). These results are comparable to what observed for the C150S mutant.

**Fig 7:**
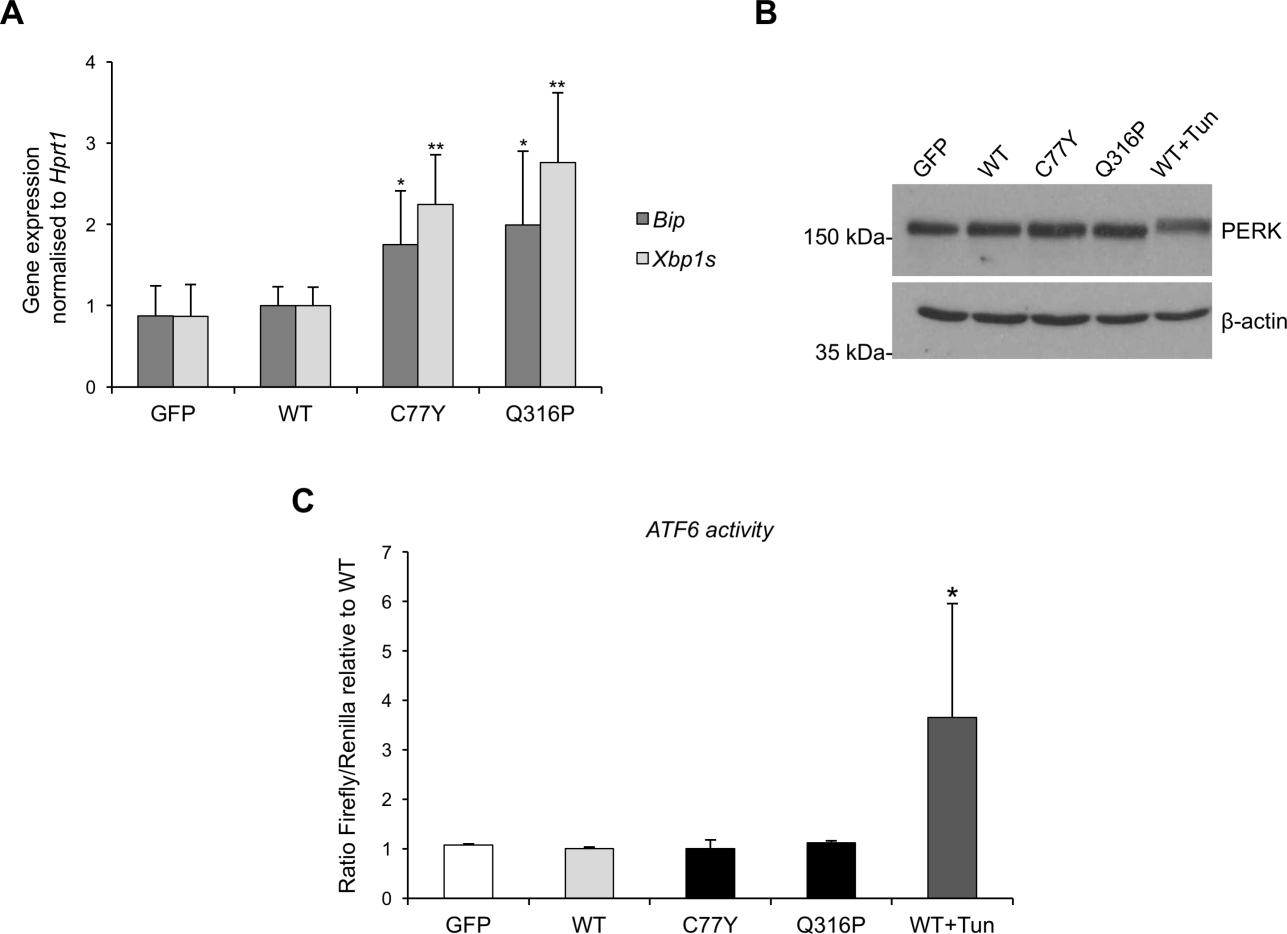
Analysis of UPR induction in mTAL cells expressing different uromodulin mutants. (A) *Bip* and spliced *Xbp1* expression assessed by real time RT-qPCR. Expression is normalised to Hprt1. *P<0.05, **P<0.01 (Student t test *vs* GFP and WT) (n = 6 independent experiments). (B) Western blot analysis of PERK in mTAL cells expressing mutant uromodulin isoforms. None of the mutant isoforms is inducing PERK phosphorylation, seen as a shift in protein migration, as observed upon tunicamycin treatment (2 μg/mL for 14 h). (C) ATF6 activity as assessed by use of an ATF6 reporter construct. No ATF6 activation is observed in mutant uromodulin expressing cells. WT cells treated with tunicamycin are shown as a positive control *P<0.05 (Student t test *vs* WT) (n = 6 independent experiments).

## Discussion

In this study, we took advantage of newly generated cell models to study the cellular response to mutant uromodulin expression. As previously described [24,25], mutant uromodulin isoforms are largely retained in the ER, likely due to protein misfolding. By metabolic labelling we show that the ER retained protein is degraded via the proteasome pathway, as observed for the C112Y uromodulin mutant [41]. We also demonstrate for the first time that mutant uromodulin shows increased interaction with several ER chaperones, namely calnexin, PDI and BiP, suggesting that uromodulin enters the calnexin cycle to be properly folded [42]. Consistently, our transcriptional profiling study shows that expression of mutant uromodulin mainly impacts on ER function, including protein folding and ER-associated degradation (ERAD) and induces stress response. This is in line with evidence of increased BiP signal in the kidney of ADTKD-*UMOD* patients [43] and mouse models [19]. Our data also reveal that ER stress activates the UPR, a cellular response to perturbed ER homeostasis aimed at diminishing ER load by reducing the amount of protein entering the ER while increasing ER folding capacity and ERAD [31]. In mammalian cells, UPR can be induced by three different sensors: IRE1, PERK and ATF6. An in depth analysis of the UPR in our cellular models shows that mutant uromodulin selectively induces the IRE1 branch of the UPR, as seen by induction of XBP1 splicing, with no activation of the ATF6 and PERK pathways.

The UPR is known to be involved in many physiological processes [44]. In particular, the IRE1-XBP1 pathway is important for the differentiation of professional secretory cells as for example β cells [45]. Moreover, induction of the UPR has been documented in a growing number of diseases [46]. Activation of this stress response greatly impacts on cell fate and function and can promote cell survival or cell death [31]. Our experiments did not show induction of apoptosis, in contrast with previous studies in other cellular models of mutant uromodulin expression [41,47]. However, lack of apoptosis in cells expressing mutant uromodulin is consistent with our previous findings in an *in vivo* model of ADTKD-*UMOD* [19]. Absence of cell death following chronic induction of UPR is suggestive of an adaptive response, although we cannot exclude that *in vivo* UPR may be maladaptive, leading for instance to TAL cell dedifferentiation and loss of function. This dual effect of the UPR in conformational diseases was already reported for neurodegenerative diseases, where the role of spliced Xbp1 seems to differ depending on the context. In some diseases as Huntington’s disease, spliced Xbp1 seems to have a deleterious effect and its absence leads to an improvement of the disease [48]. In other cases, as in Parkinson disease, its induction is beneficial and its overexpression increases the survival of dopaminergic cells [49].

Induction of the UPR has also been detected in renal conformational diseases but its pathogenic role is still unclear and also in this case it differs depending on the disease. Selective activation of UPR is observed in nephrotic syndrome with nephrin mutations [50]. In this context, the PERK branch was not activated, while the ATF6 one was induced by some mutants and considered as adaptive or cytoprotective. Unfortunately, the IRE1 branch was not investigated in this study. The UPR is also induced upon expression of mutant collagen IV, responsible for thin-basement-membrane nephropathy and Alport syndrome [51], collectively referred to as collagen IV nephropathies. In this case activation of the ATF6 branch was not assessed, while both PERK and IRE1 branches were activated with induction of the pro-apoptotic factor Chop, suggesting a maladaptive response. ER stress followed by induction of Chop was also observed upon expression of a mutant isoform of laminin β2 impairing protein secretion and responsible for a mild form of Pierson syndrome [52].

Selective activation of the IRE1 branch of the UPR has already been observed in the kidney following knock out of *Sec63*, a gene encoding a component of the ER translocon complex, a channel through which nascent polypeptides are imported in the ER lumen. Inactivation of *Sec63* in renal distal tubules selectively activates the IRE1 branch of the UPR and leads to renal cyst formation [53]. Inactivating Xbp1 in the *Sec63* knock-out model exacerbates the cystic phenotype while overexpression of spliced Xbp1 ameliorates the phenotype, elegantly demonstrating a protective role of the IRE1 branch of the UPR in this model. A protective role of spliced Xbp1 in the context of *Sec63* deficiency has also been recently shown in podocytes, where it allows the maintenance of a normal glomerular filtration barrier [54]. It is to note that mutations in *Sec61a1*, another component of the translocon, are responsible for ADTKD [5]. In regard of these results targeting the IRE1 pathway could be an interesting therapeutic approach for ADTKD [55].

An important point to take into account is that our study has been performed in a condition of “chronic” expression of uromodulin, where cells have adapted to the high ER load due to uromodulin expression. This allows us to study cellular responses to the chronic accumulation of mutant uromodulin, a condition that is similar to the one *in vivo*. It would also be interesting to study these pathways in models of inducible uromodulin expression to follow the early, acute cell responses. Indeed, it has already been reported that different branches of the UPR can be induced with a different timing [56,57] and that the relative dynamics of the different branches determines the shift from cell survival to death [58]. A thorough knowledge of the dynamics and of the pro-survival or apoptotic significance of UPR induction in ADTKD-*UMOD* would be of interest to develop therapeutic strategies aimed at targeting this stress response. Indeed, it has already been shown for a number of diseases that modulating UPR can be beneficial, but basic knowledge is critical in order to understand how to specifically tune its three branches.

A broader approach, as the use of chemical chaperones that would increase uromodulin trafficking to the plasma membrane and decreased ER load was proposed based on *in vitro* studies showing that 4-phenylbutyrate could be effective [47,59]. However, this strategy had no beneficial effect when tested in mouse models of ADTKD-*UMOD* [21]. Moreover, restoring trafficking of mutant uromodulin should be considered with care, as mutant uromodulin tends to form extracellular aggregates with potential, damaging effect for kidney function [60]. Strategies aimed at modulating the UPR and ERAD may hence be more effective.

This study, by identifying genes up-regulated in cells expressing mutant uromodulin, could also be of interest for the discovery of biomarkers for ADTKD-*UMOD*. Interestingly, we identified the gene encoding mesencephalic astrocyte–derived neurotrophic factor (*Manf*) among the top up-regulated genes in cells expressing mutant uromodulin (Fig 3A). Manf, an ER protein that is secreted during ER stress, has recently been proposed as a urinary diagnostic or prognostic biomarker for ER-stress related kidney diseases [61]. It will hence be interesting to analyse Manf levels in the urine of ADTKD-*UMOD* mouse models and patients to assess its potential use as a marker of disease progression.

Very interestingly, a recent study by Kemter et al. that was published during the revision process of this manuscript, starting from proteome profiling investigated UPR induction in the outer medulla of kidneys of ADTKD-*UMOD* mouse models [62]. The authors observed induction of the PERK and ATF6 branches, while the IRE1 pathway was not investigated. This discrepancy with our findings could be explained by the use of different mutations, or by a diverse response of differentiated TAL cells *in vivo* compared to undifferentiated cell models. Nevertheless, this study confirms and extends our findings *in vivo*, pointing at the UPR as a hallmark of ADTKD-*UMOD* downstream of mutant uromodulin ER retention.

In conclusion, our work demonstrates that mutant uromodulin expression in cell models impacts on ER function and induces the UPR response. This sets the bases for future work to assess the role of the UPR *in vivo* and develop therapeutic strategies aimed at modulating ER stress and homeostasis.

## Materials and methods

### Constructs

The reporter construct for ATF6, p5xATF6-GL3, was created by Ron Prywes [37] and was obtained from Addgene (Addgene plasmid # 11976). The reporter construct for ATF4, ATF4 3: Mouse ATF4 (CHOP11/cATF), 5'UTR and AUG-luc was created by David Ron [34] and obtained from Addgene (Addgene plasmid # 21850).

Human uromodulin expression was induced in mTAL and MDCK cells by transduction with lentiviral particles. The transfer vectors used to clone GFP-tagged wild-type uromodulin were pCCLsin.PPT.SFFV.eGFP.Wpre [63] and pRRLsin.PPTs.hCMV.GFP.Wpre [64] for mTAL and MDCK cells respectively. Transfer vectors for mutant uromodulin isoforms were obtained by mutagenesis using the Quickchange Lightning mutagenesis kit (Stratagene, La Jolla, CA) following the manufacturer’s instructions. Primers were designed using the software QuikChange® Primer Design Program (h*UMOD* C150S Forward 5’- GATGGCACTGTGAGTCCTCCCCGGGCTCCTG-3’; Reverse 5’- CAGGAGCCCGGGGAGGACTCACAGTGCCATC-3’ C77Y Forward 5’-CCTGGAGCTCACAACTACTCCGCCAACAGC-3'; Reverse 5'-GCTGTTGGCGGAGTAGTTGTGAGCTCCAGG-3'; Q316P Forward 5'-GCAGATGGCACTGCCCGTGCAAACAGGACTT-3'; Reverse 5'-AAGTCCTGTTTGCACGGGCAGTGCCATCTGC-3'). Lentiviral particles were produced in HEK293T cells by transient four-plasmid (transfer, packaging (pMDLg/p.RRE and pILV001), and envelope (pMD2.VSV-g)) transfection by calcium phosphate precipitation [65] and concentrated by ultracentrifugation.

### Cell lines

mTAL cells were a generous gift from Prof. S. Bachmann. Cells were derived by microdissection of the TAL segments of the immortomouse® (Charles River, Wilmington, MA) [22]. They were grown in DMEM/F12 (Thermofisher, Waltham, MA) supplemented with 10% FBS (Pan Biotech, Aidenbach, Germany), 100 U/mL penicillin, 100 μg/mL streptomycin (Thermofisher), 5 μg/mL transferrin (Sigma, Saint Louis, MO), 5 ng/mL interferon gamma (Pan Biotech), 4 μg/mL dexamethasone (Sigma), 20 nM selenium (Sigma), 50 μM ascorbic acid (Sigma) and 0,3 g/500 mL NaHCO_3_ (Thermofisher) at 37°C, 5% CO_2_.

MDCK cells [66] were grown in DMEM (Thermofisher) supplemented with 10% fetal bovine serum (Euroclone, Pero, Italy), 200 U/mL penicillin, 200 μg/mL streptomycin and 2 mM glutamine (Thermofisher) at 37°C, 5% CO_2_.

All experiments were performed using mixed populations obtained after transduction with lentiviral constructs expressing the indicated uromodulin isoforms.

### RNA sequencing

RNA was extracted from confluent mTAL cells grown in 35 mm dishes using 1 mL Isol-RNA Lysis Reagent (5Prime, Hilden, Germany) following the manufacturer protocol. Extracted RNA was treated with RNase-free DNase (Qiagen, Venlo, Netherlands) and cleaned-up using the RNeasy Mini kit (Qiagen). RNA-Seq libraries were prepared for each RNA sample using the TruSeq RNA sample prep kit V2 set B (Illumina, San Diego, CA). Each library was sequenced using 101 bp paired-end SBS protocol, four libraries were sequenced on Illumina® HiSeq 2500 sequencer, while two of them were sequenced on Illumina® NextSeq 500, at a final concentration of 8 pM and 1.1 pM, respectively.

After demultiplexing with CASAVA software (version 1.8) the obtained fastq files were aligned on the reference genome using STAR aligner [67]. As reference we used the *Mus musculus* reference genome, build mm10 from the UCSC database adding a “custom chromosome” with the sequence of human *UMOD* gene in order to correctly align those reads obtained from transduced *UMOD*. 

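The experiment compared mTAL cells, an immortalised mouse line derived by microdissection of the TAL segment of the nephron, transduced with GFP-tagged wild type uromodulin or with the C150S isoform. RNA sequencing covered 3 libraries of wild type cells and 3 libraries of C150S cells. Expression values of the 6 libraries were not analysed here, so read totals, their depth and differences between the groups are not given. The values given for this experiment come from the gene annotation that the authors deposited, which holds positions on mm10 and has no replicates. It holds 621351 exon rows on 44 sequences. Of these sequences, 22 were chromosomes, 21 were contigs outside the chromosome sequences and 1 was the added sequence. The exon rows belonged to 93481 transcripts and 38484 gene IDs. GENCODE release M21 describes GRCm38, the assembly that UCSC names mm10, and holds an identical exon for 328502 of the 346637 distinct exon positions on mouse sequences (94.8%). Sequences were compared by name as given, so exons on a contig that the release names otherwise count as not identical. Of the gene IDs, 36723 (95.4%) were also in that release. The mouse gene Umod (ENSMUSG00000030963) was kept apart from the transduced human sequence. It lies on the minus strand of chromosome 7 from 119462866 to 119479255, with 2472 exon bases.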

SAMtools [68] was then used to sort mapped reads by chromosomal coordinate and to convert the file format from SAM to BAM. 

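The annotation used for counting holds 10 rows on 1 sequence that is not part of mm10. They describe a single gene and a single transcript on the plus strand, named HG19_UMOD_GFP_WPRE, that spans positions 1 to 3668. WPRE is a viral element placed in lentiviral vectors to raise expression of the transgene. Its 6 exon rows cover all 3668 bases and leave 0 bases between them. They run from 1 to 40, from 41 to 115, from 116 to 847, from 848 to 2692, from 2693 to 2840 and from 2841 to 3668. The start codon lies at 41 to 43 and the stop codon at 2690 to 2692. From start codon to stop codon there are 2652 bases, which make 884 codons with the stop codon and 72.3% of the sequence. Another 976 bases (26.6%) follow the stop codon. All exon rows carry 1 gene name, so reads on any part of the construct were summed under that name. The rows do not say which part is UMOD, GFP or WPRE.

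**Figure D1:**
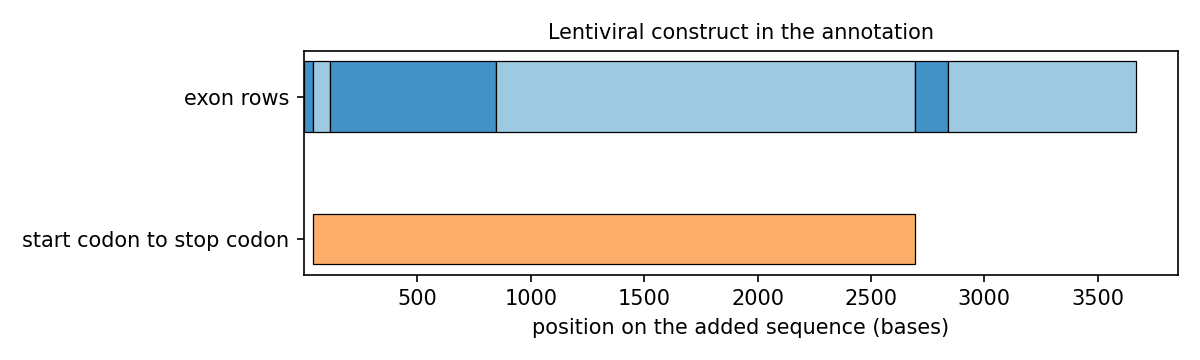
Positions, in bases, of the 6 exon rows (upper bar, alternating shades) and of the stretch from start codon to stop codon (lower bar) on the added sequence. The exon rows adjoin each other from 1 to 3668, and the lower bar runs from 41 to 2692.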

We added the lentiviral construct features to the standard Ensemble GTF mm10 file as for reference genome. The expression levels were estimated using htseq-count [69] software using the following parameters:—type "exon"—idattr "gene_name"—mode "union". This approach yielded read counts for a total of 38,334 genes, from these we excluded all genes that had less than one count per million in one of the samples, yielding a total of 12,346 genes.

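In union mode a read that touches exons of more than 1 gene is counted for none of them, so the exon bases that a gene shares with another gene name yield no counts. The quoted parameters do not name the strand setting, and the library kit does not keep the strand, so strand was ignored here. The default of htseq-count uses strand, so shares with strand ignored may not be those of the authors' counting. Under that default, bases shared only with an exon on the opposite strand would still yield counts. Of 38334 gene names, 31405 (81.9%) had no exon base in common with another name. A further 6441 shared part of their exon bases, and 488 (1.27%) had no base of their own. When only exons on the same strand were taken as overlapping, the number of names with shared bases fell from 6929 to 1652. The genes named in the text, in Fig 3A, in Table 1 and among the mouse primers of Table 2, with mouse Umod and the construct, made 80 genes, of which 63 shared no exon base. Hspa5 (chromosome 2, 34771970 to 34776531), Xbp1 (chromosome 11, 5520659 to 5525893), Derl3 (chromosome 10, 75893398 to 75895941), Sdf2l1 (chromosome 16, 17130138 to 17132383) and Dnajc3 (chromosome 14, 118937932 to 118981702) were among these 63.
The lowest share of unshared exon bases was that of Hspa1l (chromosome 17, 34972703 to 34979284), at 28.0% of 2471 bases. Its other 1778 bases lie under Gm10501 on the opposite strand. Hspa1l also has 133 stretches of 101 bases that occur in transcripts of genes elsewhere, among them Hspa1a and Hspa1b. For Cebpb (chromosome 2, 167688915 to 167690418) the unshared share was 79.3%, with 312 bases shared with Tmem189. Hsp90b1 (chromosome 10, 86690209 to 86705509) had 84.3% of 4032 exon bases unshared. It shared 415 bases with AC152453.1 on the opposite strand, and on its own strand 84 with Gm15344 and 133 with Gm25745, a miRNA. The shares were 89.7% for Id4 (chromosome 13, 48261427 to 48264036), which overlaps AC140293.1 by 171 bases, and 91.6% for Sec24d (chromosome 3, 123267496 to 123365635), which overlaps Mettl14 by 323 bases. Manf (chromosome 9, 106838312 to 106891979) had 95.9% unshared, Pdia6 (chromosome 12, 17266545 to 17284770) 98.7% and Pdia4 (chromosome 6, 47796142 to 47813512) 99.4%. With strand used, 15 of the 17 genes with shared bases reached 100%. Hsp90b1 then stood at 94.6% and Pdia4 stayed at 99.4%. These values only leave exons on the opposite strand out of the overlap. Since the kit does not keep the strand, reads of an opposite neighbour could still be counted for these genes. Over all windows of 101 bases, the length of 1 read, along spliced transcripts, the share free of shared bases was 67.8% for Hsp90b1 and 20.8% for Hspa1l. Reads were paired, and each window stands for 1 read of a pair, not for the whole pair. How many reads were lost in this way was not measured, since it depends on where the reads lie and on the strand setting used.

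**Figure D2:**
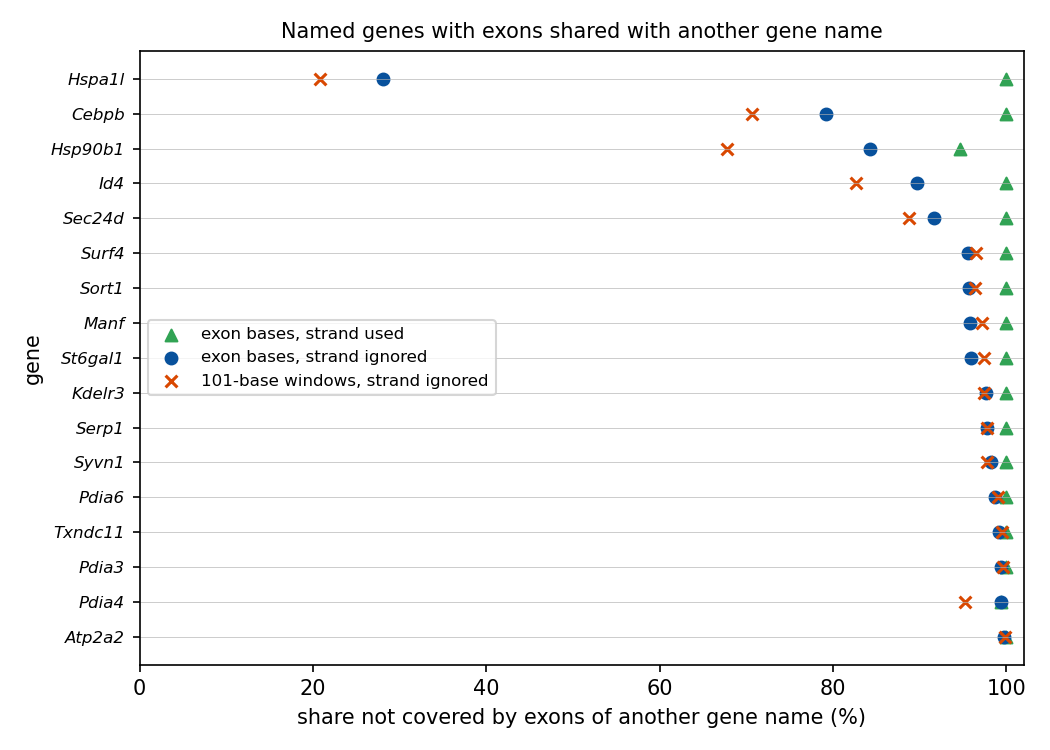
Share, in percent, of exon bases with strand ignored (circles) or used (triangles), and of 101-base windows with strand ignored (crosses), that no other gene name covers, for the 17 named genes with shared bases. Hspa1l stands lowest with strand ignored, at 28.0% of bases, and reaches 100% with strand used. With strand used, exons on the opposite strand are left out of the overlap.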

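The exon rows of the annotation hold 38334 distinct gene names, the construct included, and the paper's reported number is the same. Counting gene IDs in place of names would give 38484. Each of 138 names stands for more than 1 gene ID, with 288 gene IDs among them, and reads of those IDs are added up under 1 name. Flg has the most, with 7 gene IDs. Of the 138 names, 9 lie on more than 1 sequence. Each of the 80 named genes had a single gene ID. The later filter on low counts was not repeated here.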

Count data were analysed in R with LIMMA Bioconductor software package [70] and the RNA-Seq-specific function 'voom' to identify differentially expressed genes between wild type and mutant samples. We modelled the contrast matrix to fit the linear model taking into account the two different sequencing batches, in order to remove the source of noise and to obtain correct statistical inference. Statistical analysis was performed by applying the Benjamini–Hochberg correction to calculate the adjusted P-value.

Pathway analysis was performed using Gene Set Enrichment Analysis (GSEA) software (software.broadinstitute.org/gsea) [29,30], using the list of coding genes (identified by their HUGO gene symbol) expressed in mTALs ranked by fold change in C150S relative to wild type. We generated a tailored “GENE_SYMBOL” file, containing the official HUGO symbol for all the coding genes listed in the mTAL cell transcriptome. This allowed the inclusion of all identified genes in the pathway enrichment analysis. 

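Symbols in the annotation were matched with their case. All 50 distinct genes listed in the 8 pathways of Table 1 were found under the symbols printed there. The heat map of Fig 3A shows 36 symbols, 21 up-regulated and 15 down-regulated, where the paper's text gives 21 and 14. Of the 36 symbols, 35 were found. RP23301L2.2 was written with a hyphen after RP23 in the annotation (ENSMUSG00000098137, chromosome 6, 130675247 to 130699016). GENCODE release M21 places that gene ID at positions that do not overlap these. Matching without case added 0 symbols. If symbols are compared without case, as after conversion to upper-case human symbols, 34 groups of names in the annotation become equal. One of them is Gapdh (ENSMUSG00000057666, chromosome 6, 125161715 to 125166467) and GAPDH (ENSMUSG00000097148, chromosome 14, 11280735 to 11356726), which GENCODE release M21 names Gm3839. Gapdh was singled out after the groups had been listed.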

Analysis was performed with diverse gene sets including KEGG, Reactome, Biocarta as well as Gene Ontology dataset (biological process, cell component, molecular function). The number of gene set permutations was set to 1,000 and pathways with an FDR value ≤ 0.05 were considered as significantly enriched. Network analysis was performed with the STRING software (string-db.org) [28], using as input all up- or down-regulated genes with an adjusted P<0.05. Protein-protein interaction sources included text mining, experiments, databases, co-expression, neighbourhood and co-occurrence. Search was done on *Mus musculus*.

### Real-time RT-qPCR

RNA was extracted from confluent mTAL or MDCK cells grown in 35 mm dishes using 1 mL Isol-RNA Lysis Reagent (5Prime) following the manufacturer protocol. Extracted RNA was treated with RNase-free DNase (Qiagen) and cleaned-up using the RNeasy Mini kit (Qiagen). RNA was reverse-transcribed using the iScript Reverse Transcription kit (Bio-Rad, Hercules, CA). Real-time RT-qPCR was performed on the LightCycler 480 instrument (Roche, Basel, Switzerland) using the qPCR Core kit for SYBR® Green I No ROX (Eurogentec, Liège, Belgium) with specific primers for the indicated genes (Table 2).

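The 7 mouse primer pairs of Table 2 were matched to the 141767 transcripts of GENCODE release M21, on GRCm38. Both primers of 5 pairs matched a transcript of their own gene exactly, and 0 other genes held an exact match of any primer. The Pdia6 pair lies in coding sequence of exons 4 and 5, at 17274392 to 17274411 and 17277216 to 17277235 on chromosome 12, with a product of 157 bases. The Pdia4 pair spans exons 1 and 2 (167 bases), the Dnajc3 pair exons 4 and 5 (168 bases) and the Manf pair exons 2 to 4 of ENSMUST00000159283 (200 bases). The reference gene is listed as Hprt1, and the annotation names it Hprt (ENSMUSG00000025630, chromosome X, 52988137 to 53021659). Its pair lies in exons 3 and 4, with a product of 162 bases.
The Xbp1s pair detects the spliced form of Xbp1 mRNA, from which IRE1 removes a short stretch in the cytoplasm. Its reverse primer lies at 5524345 to 5524362 on chromosome 11, in exon 4. The forward primer GAGTCCGCAGCAGGTG matched 0 transcripts of Xbp1 as annotated, and matched exactly once 26 bases of exon 4 were left out. Placed after base 7 of the primer, the removed stretch is CAGCACTCAGACTATGTGCACCTCTG, at 5524279 to 5524304. The same match results when the stretch is shifted by a few bases, because its ends repeat. The product on the spliced form is 65 bases. The 4 Xbp1 transcripts of the annotation used for counting have introns of 300 to 1313 bases and none of 26 bases. Counts by gene name add up all transcripts of Xbp1, so they would not separate the spliced form in either case.
The forward primer for Hspa5 (GGGCACGGTGGTCGGCATCG) lies in exon 2, at 34772405 to 34772424 on chromosome 2. The reverse primer as printed (TTTCCTGACATCTTTGCCCG) matched 0 transcripts exactly. Its closest ungapped match in ENSMUST00000028222 lies in exon 6, at 34774243 to 34774262, with 3 differences. Counted from 1 at the 5' end of the primer, with the base of the primer first and that of the mouse transcript last, they are G7A, G16A and C19A. This closest match was looked for after the exact match had failed.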

**Table 2:** Real-time RT-qPCR primers.

Target gene	Primer Forward (5’->3’)	Primer Reverse (5’->3’)
*UMOD* (Human)	GCGTACTGCACAGACCCCAGC	GTCATTGAAGCCCGAGCACCG
*Hspa5* (Mouse)	GGGCACGGTGGTCGGCATCG	TTTCCTGACATCTTTGCCCG
*HSPA5* (Dog)	GGTGCCCACCAAGAAGTCTC	GGAGCAGGAGGAATTCCAGT
*Xbp1s* (Mouse)	GAGTCCGCAGCAGGTG	GTGTCAGAGTCCATGGGA
*XBP1S* (Dog)	GAGTCCGCAGCAGGTG	CTGTCAGAATCCATGGGG
*Pdia6* (Mouse)	TAAAGTCGGGGCCGTCAATG	GAGGGCGGCATCTACAATGG
*Pdia4* (Mouse)	GCCGGAGATGCACACGAA	AGCACTGTATCTTTGTCAGCCA
*Manf* (Mouse)	AGTTTTGCCGTGAAGCAAGAG	GCTCAGGTCAATCTGCTTGT
*Dnajc3* (Mouse)	AAGGGAAGCTTGACGAAGCA	TAGCAGCAGTGTAATCGGCA
*Hprt1* (Mouse)	ACATTGTGGCCCTCTGTGTG	TTATGTCCCCCGTTGACTGA
*Hprt1* (Dog)	ACACTGGGAAAACAATGCAGAC	TCAGGTTTATAGCCAACACTTCG

### Western blot

mTAL or MDCK cells were grown in 35 mm dishes in complete medium. Cells were lysed in 300 μl of octylglucoside lysis buffer (50 mM Tris-HCl, pH 7.4, 150 mM NaCl, 60 mM octyl β-D-glucopyranoside, 10 mM NaF, 0.5 mM Sodium orthovanadate, 1 mM glycerophosphate and protease inhibitor cocktail (Sigma)) for 1 h at 4°C under rotation followed by centrifugation 10 min at 17,000 g. Soluble fractions were quantified by the Bio-Rad Protein Assay (Bio-Rad). Twenty to fifty μg of each protein lysate were loaded onto reducing SDS-polyacrylamide gel electrophoresis (PAGE). Transblotted nitrocellulose membranes (GE Healthcare, Little Chalfont, Buckinghamshire, United Kingdom) were incubated with the indicated primary antibody (rabbit polyclonal anti GFP (A11122, Thermofisher, dilution 1:10,000); rabbit monoclonal anti-PERK (#3192, Cell Signaling, Danvers, MA, dilution 1:1,000); rabbit monoclonal anti-phospho-PERK (Thr980) (#3179, Cell Signaling, dilution 1:1,000); goat polyclonal anti-Bip (sc-1051, Santa Cruz, Dallas, TX, dilution 1:1,000); rabbit polyclonal anti-calnexin (C4731, Sigma, dilution 1:15,000), rabbit polyclonal anti-PDI (sc-20132, Santa Cruz, dilution 1:1,000); mouse monoclonal anti-β-actin (A2228, Sigma, dilution 1:20,000)) followed by incubation with the appropriate horseradish peroxidase-conjugated secondary antibody (1:7,500 dilution; GE Healthcare). Protein bands were visualized with the Immobilon Western Chemiluminescent Horseradish Peroxidase Substrate kit (Millipore, Billerica, MA).

### Pulse-chase experiment

mTAL expressing wild-type or C150S mutant uromodulin isoforms were grown in 35 mm dishes in complete medium. Before labelling cells were washed twice with PBS and starved for 30 min at 37°C in DMEM without methionine and cysteine (Thermofisher) supplemented with 2% dialysed FBS. Labelling was performed for 30 min in the starvation medium supplemented with 100 μCi of EasyTag™ EXPRESS35S Protein Labeling Mix (PerkinElmer, Waltham, MA) containing ^35^S-methionine and ^35^S-cysteine. After washing of the labelling medium, chase was performed in complete medium supplemented with 2.5 mM methionine for the indicated time. When indicated chase was performed in presence of 5 μM MG132 or 100 nM bafilomycin. Cells were lysed in 500 μl of octylglucoside lysis buffer (see above). Protein lysates were loaded onto protein G -Sepharose beads (GE Healthcare) pre-conjugated with 6 μl of sheep polyclonal anti-uromodulin antibody (T0850B, United States Biological, Salem, MA) and incubated 16 hr at 4°C. After washes in 50mM Tris-HCl pH 7.4; 150 mM NaCl and IGEPAL 0.5%, beads were resuspended in Laemmli Buffer. Immuno-precipitated proteins were separated on reducing 8% SDS-PAGE and radioactivity was revealed by exposure of Imaging plate (Fujifilm, Tokyo, Japan). Quantification was performed using the gel analysis option of ImageJ software.

### Co-immunoprecipitation

mTAL cells were grown to confluence in 10 cm dishes and lysed in 1 mL of octylglucoside lysis buffer for 1 h at 4°C under rotation followed by centrifugation 10 min at 17,000 g. Cell lysates (1.5 mg) were incubated under rotation for 4 h at 4°C with 20 μl Protein G-Sepharose beads for pre-clearing (GE Healthcare). Pre-cleared lysates were then incubated under rotation for 16 hours at 4°C with 20 μl protein G-Sepharose beads pre-conjugated with 6 μl of sheep polyclonal anti-uromodulin antibody (T0850B, United States Biological) for co-immunoprecipitation of calnexin and PDI or with 6 μl of antiserum to human uromodulin (generous gift from Prof. Serafini-Cessi) [71] for BIP co-immunoprecipitation. Beads were washed 3 times in 50mM Tris-HCl pH 7.4; 150 mM NaCl and IGEPAL 0.5%. Immuno-precipitated material was eluted by incubation 10 min at 98°C in 50 μl of 100 mM Tris-HCl pH 8, 4% SDS.

### Immunofluorescence

Cells grown on coverslip in 12-wells plate were fixed in 4% paraformaldehyde (PFA) for 20 min, permeabilised 10 min with 0.5% triton and blocked 30 min with 10% donkey serum. Cells were labelled for 1 h 30 min at room temperature with the indicated antibodies (goat polyclonal anti-uromodulin (0855140, MP Biomedicals, Santa Ana, CA, dilution 1:500); rabbit polyclonal anti-calreticulin (C4606, Sigma, dilution 1:500); mouse monoclonal anti KDEL (ADI-SPA-827, Enzo Life Sciences, Farmingdale, NY, dilution 1:500) followed by 1h incubation with the appropriate Alexa-Fluor conjugated secondary antibodies (1:500; Thermofisher). Cells were stained with 4,6-diamidino-2-phenylindole (DAPI) and mounted using FluorSave Reagent (Calbiochem, San Diego, CA). All pictures were taken with an UltraVIEW ERS spinning disk confocal microscope (UltraVIEW ERS-Imaging Suite Software, Zeiss 63X/1.4; PerkinElmer Life and Analytical Sciences Boston, MA). All images were imported in Photoshop CS (Adobe Systems, Mountain View, CA) and adjusted for brightness and contrast.

## Supporting information

S1 Fig Pathway analysis in mTAL cells expressing uromodulin. (A) Enrichment plots (GSEA) for Gene Ontology gene sets showing the highest enrichment score for Cell Component (left panel) and Biological Process (right panel) in mutant expressing cells compared to wild type ones. (B) Validation of RNA sequencing data by real-time RT-qPCR. Expression fold change for ER stress-related genes *Pdia6*, *Pdia4*, *Manf* and *Dnajc3* in mutant expressing cells relative to wild type ones, as obtained by RNA sequencing (black) and by real-time RT-qPCR (white). Real-time RT-qPCR results are normalised to *Hprt1*. *P<0.05, **P<0.01 and ***P<0.005 (mutant *vs* wild type, Student t test). (C) Western blot analysis showing absence of expression of cleaved caspase 3 in mTAL cells expressing wild type or C150S uromodulin. Cells treated with staurosporine (1 μM for 4 h) are shown as a positive control.
(TIF) Click here for additional data file.

S2 Fig Characterisation of MDCK cells expressing GFP-tagged wild type or C150S uromodulin isoforms. (A) Live imaging showing GFP signal in MDCK cells expressing wild type or C150S uromodulin. Bar = 40 μm. (B) Uromodulin expression assessed by real-time RT-qPCR. Expression is normalised to *HPRT1*. (n = 5 independent experiments) (C) Western-blot analysis of MDCK cells expressing wild type or C150S uromodulin. * indicates the ER-type glycosylated form of uromodulin that is Endo H sensitive (see panel below). (D) Immunofluorescence analysis of MDCK cells expressing GFP-tagged uromodulin isoforms. GFP signal is shown in green. KDEL, used as an ER marker, is shown in red. Merged pictures show ER localisation of mutant uromodulin isoform while the wild type protein is enriched at the plasma membrane. Bar = 40 μm.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

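RNA from mTAL cells expressing wild type or C150S uromodulin was sequenced in 3 libraries per group. According to the methods, the authors aligned 101-base paired reads with STAR to mm10 with an added sequence for human UMOD, and counted them by gene name with htseq-count on exon rows in union mode. The file analysed here is the annotation the authors deposited for that counting. Its measurement columns are start and end positions, not expression values, and were used as given. Read counts were not analysed here, so no library depth, no precision per library and no comparison or statistical test between wild type and C150S cells is reported.

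Groups were taken from the sample labels and the paper. The text of the paper does not say which libraries were sequenced on which instrument.

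Exon rows were grouped by gene name. Exons of a gene were merged, and a base was called shared when an exon of another gene name covered it, with strand ignored. The default of htseq-count uses strand, and the quoted parameters name no strand setting, so strand used was set as an alternative. Windows of 101 bases along each spliced transcript were called shared when any of their bases was. The overlap steps were tested on simulated annotations against a base-by-base count, with each simulated gene checked with strand ignored and with strand used. The result was recovered in 1600 of 1600 checks for exon bases and in 1600 of 1600 for windows. The genes given in the text were chosen before the data were examined. They are the mouse genes the paper names in its results as changed, in Table 1, Table 2 or Fig 3A, with mouse Umod and the construct. Given in full are Hsp90b1, Pdia4, Pdia6, Hspa5, Xbp1, Derl3, Sdf2l1, Manf and Dnajc3, the 5 with the lowest unshared shares, and symbols not found. Alternatives set at the same time were strand used, windows in place of bases, gene ID in place of gene name, other sets of rows or sequences, and matching without case.

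The planned comparison of Table 1 genes with 10000 random lists of gene names used the median unshared share. That median was at its upper limit, so the number of genes without a shared base was used as well. This measure and 2 further backgrounds, protein-coding genes and protein-coding genes drawn from the same 10 classes of exon length, were added after the data were seen. So was the search for 101-base stretches of the named genes in transcripts of other genes.

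Primer matching was planned on transcripts built from a genome sequence. The transcript sequences of GENCODE release M21, on GRCm38, were used in their place, with exon positions of that release, and each position given for a primer lies within an exon of the same gene in the annotation the authors deposited. Older symbols were looked up in a RefSeq gene table of GRCm38.p6. Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.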

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

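The number of distinct gene names, 38334, stayed between 38254 and 38484 under the 4 alternatives: all row types, gene ID, chromosomes and the added sequence only, and case merged. The number of names shared by several gene IDs, 138, stayed within 1.5 times that value on chromosomes only. The number of named symbols found, 78 of 80, did not change without case.

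Results on overlapping exons depended on the strand setting. With strand used, the genes that overlap another gene name fell from 6929 to 1652, the genes with no exon base of their own from 488 to 312, and the named genes with shared bases from 17 to 2. These changes follow from the construction of the alternative, which no longer takes exons on opposite strands as overlapping. With 101-base windows, 748 genes had no window of their own, since a single shared base makes a whole window shared. The genes with any overlap stayed at 6929. With gene ID in place of gene name there were 7089 genes with an overlap and 541 with no base of their own. For the 17 named genes, the share with windows was lower than that of exon bases in 9 and higher in 8. Exons were merged per gene for the bases, while windows were summed over all transcripts of a gene. The shares thus have unlike denominators, and their difference is not an effect of read length alone.

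The median unshared share of the 50 Table 1 genes was 100% with strand ignored, with strand used and with windows. The share of the 10000 random lists with a lower median was 0% in each case. The measure was at its upper limit and says nothing about stability. In its place, and chosen after seeing the data, the number of Table 1 genes without a shared base was 37 (74.0%), against 35 to 46 in the central 95% of random lists. The share of lists with as few or fewer such genes was 10.9%. It was 23.5% against protein-coding genes, 34.1% against protein-coding genes of similar exon length, 64.1% with strand used, where 48 genes had no shared base, and 10.4% with windows. These shares describe the annotation and are not p-values.

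No paired analysis was possible because the results come from an annotation and from no test between groups. Depth does not limit these values, which count positions and not reads.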

Other observations

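The observations in this part were chosen after the data were seen, and no biological explanation was tested for them.

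Reads can also be ambiguous between genes that do not overlap but share sequence. Of the 79 named mouse genes with transcripts in GENCODE release M21, 67 had no stretch of 101 bases in common with a transcript of a gene at another position in that release, and 12 had at least 1. RP23301L2.2 of Fig 3A is among the 12 only by its position in that release. It shares 58 stretches with Gm27013 (chromosome 6, 130677102 to 130697981), which lies within the position the deposited annotation gives for RP23301L2.2. Nrbf2 had the highest share. Of its 1859 distinct 101-base stretches, 892 (48.0%) also occur in transcripts of genes elsewhere, among them Gm6740 on chromosome 14. The share was 12.7% for Sec61g, 6.98% for Ero1lb, 5.61% for Hspa1l and 4.17% for Sec61b. Only exact matches in annotated transcripts were searched, so copies with base differences and copies in unannotated sequence are left out. How the aligner placed such reads was not tested.

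The name HG19_UMOD_GFP_WPRE covers 3668 bases, of which 976 follow the stop codon. A share of reads assigned to that name covers every part of the construct. It is not a share for the UMOD coding sequence alone, and the annotation gives no separate row name with which to divide it.

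The reverse Hspa5 primer as printed in Table 2 is the only one of the mouse primers that matched its gene neither exactly nor after removal of a stretch of 26 bases. Whether the printed sequence is the one used in the RT-qPCR, and whether it belongs to another species or carries a printing error, was not tested.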
